A study of Schizosaccharomyces pombe with 24 samples. Its data were reported in "Factors governing the transcriptome changes and chronological lifespan of fission yeast during phosphate starvation" (2024).

How the data were processed

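Poly(A)+ RNA of fission yeast had been sequenced by the authors in 24 libraries, 3 biological replicates each of WT at 0 h and of pho7Δ at 0 h and at 6 times without phosphate up to 48 h. Groups were taken from the labels alone. Libraries were made with a stranded poly(A)+ kit and sequenced in pairs, and per the submitters' processing notes reads were aligned with HISAT2 2.1.0 to the ASM294v2 assembly, handled with SAMtools, counted per gene with HTSeq 0.10.0 and compared with DESeq2. The strand option of the counting is not given in the sources used here, so values of antisense and overlapping genes are uncertain. Reads shared by near-identical copies are uncertain as well.

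There were 7 tables, 1 per pho7Δ group against WT at 0 h, each of 6987 rows. In each the deposited averages per group are a signal, the authors' mean of normalized read counts over the libraries of the group. The deposited log2 fold changes and their standard errors are on the authors' log2 scale from DESeq2. The deposited Wald statistic is a score, the authors' log2 fold change divided by its SE. The deposited p-values and adjusted p-values are the authors' own, with Benjamini-Hochberg adjustment. Each table also holds the authors' mean over all libraries of their fit. For some genes this mean lies above every group average, so the fit took in libraries beyond the 24, and the SE and p-values rest on a dispersion estimated with them. Recomputing the adjustment over the 6735 genes with a p-value matched the deposited adjusted p-values to within 1.11e-15, and the log2 fold changes differed from the log2 ratio of averages by at most 0.0835 for genes with both averages above 20. The remaining 252 genes have no statistics.

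The design had been fixed for read counts per library. The files used here held comparison statistics and group averages only, so the fallback fixed in that design was taken, and the authors' statistics were used and named as theirs. No values per library were analysed here, hence no SD, no leaving out of replicates and no check of whether replicate numbers pair the libraries. For the same reason other splits of the libraries could not be counted. The depth per library was not analysed here. The sums of group averages, 16621902 to 18645927, are on the common scale of the authors' normalization and do not measure it. The p-values rest on biological replicates per the study.

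Log2 fold changes within pho7Δ were computed as the difference of 2 deposited log2 fold changes. Their SE was bounded from above by the root of the summed squares of both, since the shared WT libraries make the true SE smaller, and p-values came from a normal approximation to this Wald ratio, adjusted by Benjamini-Hochberg over genes tested. Calls needed a fold of 2, an adjusted p of 0.05 or below and a mean normalized count of 100 in the higher group, which are the limits of the study. For the course, calls at 2 or more consecutive starved times were counted. In all there were 14 comparisons, 7 against WT at 0 h, 6 against pho7Δ at 0 h and 1 of 48 h against 8 h.

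The 27 gene lists were fixed before the data were examined. They were phosphate acquisition, the 19 genes needing Pho7, the ecl family, the 4 transcription factors, strain markers, RNA polymerase I, RNA polymerase III, stress response, M cell mating, P cell markers, iron, uracil catabolism, S phase, autophagy, 60S and 40S ribosomal proteins, ribosome biogenesis, tRNA modification, histones, hexose transporters, meiotic genes, mitochondrial ribosomal proteins, translation factors, aminoacyl-tRNA synthetases, proteasome, oxidative phosphorylation and medium shift. Of the symbols listed, mat1-Pc, mat1-Pi, krr1, nug1 and ssf1 found no row. The M cell mating list also holds genes not limited to M cells, such as ste11, byr2 and mei2. A measured member is one with a mean of 100 or more in either group. Lists were tested with the camera test of limma 3.58.1 in R 4.3.3 on the Wald statistics of measured genes in place of the log2 values per library foreseen in the design, with a preset correlation of 0.01 between genes and adjustment over lists within a comparison. The comparisons against WT at 0 h and of 48 h against 8 h were foreseen for lists, and those against pho7Δ at 0 h were added after seeing the data. For the 199 calls of a list, the median and the mean of its log2 fold changes had the sign of the test, and the median kept it after each scaling tried. The strain marker list did not pass in the 0 h comparison (adjusted p = 0.818) and the ecl list did not pass at 8 h against WT (adjusted p = 0.21).

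Named genes were chosen by a rule fixed beforehand. It takes pho7 and the strain markers, the 8 largest increases and the 8 largest decreases among protein-coding genes called in each comparison, for the course ranked by the median over the 6 times, all members of the lists of phosphate acquisition, the 19 genes, the ecl family and the 4 transcription factors, and up to 4 members of each other list with the largest changes, together with maf1, brf1 and rpc37. The condition that every library of one group lie beyond every library of the other could not be applied, and 1 gene that the rule takes is not reported here. The rule gave 207 genes, of which 56 overlap a protein-coding gene of the other strand and 27 do so over 50% or more of their length.

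The reference at hand was ASM294v3, another assembly than the authors', so it served only for names, overlaps, gene order and upstream sequence, and no coordinates are given. Of the 6987 identifiers 6833 matched it, and 2 symbols that had turned into dates were restored from it. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The test within the strain was tested on simulated data for 8 h against 0 h, with 6558 genes. It called 100% of genes changed 3-fold and 100% of genes changed 6-fold in the right direction. It called 0% of those changed 1.5-fold and made 0 false calls. The 2-fold limit beside SEs of the deposited size largely sets these rates in advance. P-values were under 0.05 for 0.613% of unchanged genes, so the bound is conservative. A planted list of 40 genes had an adjusted p of 3.41e-05, and 0 of 100 random lists were called. The simulated list values were independent between genes, so the preset correlation was not tested by them. Shared WT libraries were simulated in 100 draws of groups with no effect. The alternatives were a test against a 2-fold limit, fold changes centred on the median, averages scaled to equal totals, no minimum mean, adjustment among genes with a mean of 100 or more, a dispersion recovered from the deposited SE, and for lists the log2 fold change or ranks as statistic, a preset correlation of 0.05 and no minimum mean.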

Results

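Poly(A)+ RNA was sequenced from fission yeast, Schizosaccharomyces pombe, in 24 libraries that form 8 groups of 3 biological replicates. The wild-type (WT) group and the first pho7Δ group came from cultures in logarithmic growth in YES, a rich medium of yeast extract with supplements, and are called 0 h. The remaining 6 groups were pho7Δ cells kept in ePMGT, a defined medium, without phosphate, and sampled at 4 h, 8 h, 12 h, 24 h, 36 h and 48 h. Pho7 is a zinc-finger transcription factor that activates genes of phosphate acquisition. The comparisons ask which transcripts depend on Pho7 when phosphate is plentiful, and which still respond to phosphate starvation when Pho7 is missing. The files analysed hold the authors' mean normalized read count of each group and the authors' statistics for each pho7Δ group against WT at 0 h. The group averages sum to 16621902 normalized reads for WT, 18319132 for pho7Δ at 0 h, 18645927 at 4 h and 16798377 at 48 h. These sums are on the common scale of the authors' normalization and do not measure depth, and the depth of single libraries was not analysed here. Among genes with a mean of 100 or more, the median standard error of the log2 fold change was 0.055 at 0 h and 0.058 at 36 h in the authors' deposited tables. Values written below as a log2 fold change ± SE and group averages are the authors' own, and their SE and p-values come from a fit that took in libraries beyond these 24. A gene was called when it differed 2-fold or more, its adjusted p was 0.05 or below and its mean was 100 or more in the higher group. No starved WT group is part of these comparisons.

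The deleted gene came first. In the authors' deposited table the average of pho7 was 3147 in WT and 833 in pho7Δ at 0 h, a log2 fold change of -1.92 ± 0.066. The pho7Δ groups thus kept 26.5% of the WT average at 0 h, and this share was 10.6% at 48 h. Of the other genes used as strain markers, ade6 had 0.74 ± 0.042, his3 0.14 ± 0.26 and leu1 0.13 ± 0.043 at 0 h in the authors' deposited table, and none of the 3 was called. The other marker, ura4, is listed at 0 in every group. At 48 h the authors' deposited table gave ade6 1.41 ± 0.042 and his3 1.48 ± 0.26, both called as higher, and leu1 0.16 ± 0.043, not called. Because his3 lies opposite alg2 over 90.6% of its length, its values depend on the strand setting of the counting. The paper's strain list gives all strains, WT and pho7Δ alike, mutant alleles of ade6, his3, leu1 and ura4. The values of these markers are therefore not those of wild-type genes.

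In phosphate-replete pho7Δ cells, genes of phosphate acquisition split into a lower and a higher set. The authors' deposited table gave log2 fold changes of -1.81 ± 0.088 for pho1, the secreted acid phosphatase, -1.53 ± 0.067 for pho84, a phosphate transporter, and -1.43 ± 0.079 for tgp1, a glycerophosphodiester transporter. The phosphate transporter gene pho842 was lower by more, at -4.60 ± 0.11, and a further transporter gene, pho843, stood at -1.12 ± 0.042 in the authors' deposited table. Another 4 measured genes went the other way, with 4.08 ± 0.086 for the extracellular 5'-nucleotidase gene SPAC1039.02, 1.53 ± 0.058 for its family member SPAC17G6.03, 1.10 ± 0.053 for the VTC complex gene nrf1 and 1.04 ± 0.062 for the transporter gene pho841 in the authors' deposited table. Of the 13 measured members of this list, 4 were called as higher, 5 as lower and 4 as neither, and the list as a whole did not stand apart from other genes (adjusted p = 0.835). SPAC17G6.03 lies wholly opposite cpp1, and its reads depend on the strand setting of the counting.

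The 4 transcription factor genes that the study singles out were lower in pho7Δ at 0 h. The authors' deposited table listed atf31 at -4.58 ± 0.11, cuf2 at -3.25 ± 0.29, prz1 at -2.82 ± 0.049 and mbx1 at -2.30 ± 0.049. These encode a bZIP factor, a factor of middle meiosis, the calcineurin-responsive factor and a MADS-box factor. The list held 4 of 4 members called as lower (adjusted p = 2.06e-07), but it was chosen on these samples and is no independent evidence. The reading frames of atf31 and cuf2 lie wholly opposite other genes, rdh54 and SPCC584.03c, and that of mbx1 lies opposite ppr3 over more than 50% of its length, so their reads depend on the strand setting of the counting, and the average of cuf2 was only 118 in WT in the authors' deposited table.

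The 8 largest decreases among protein-coding genes at 0 h were SPCC330.03c, fub2, ftm2, SPAC977.18, SPAPJ695.02, SPBC530.02, SPBPB2B2.18 and SPAC869.04. In the authors' deposited table SPCC330.03c, a predicted NADPH-hemoprotein reductase gene, fell from an average of 12834 to 148, a log2 fold change of -6.43 ± 0.092. The predicted proteasome regulator gene fub2, a neighbour of pho1, had -6.29 ± 0.12, and the 7 others lay between -6.43 and -4.86 in the authors' deposited table. The paralogs SPAC977.18 (-5.75 ± 0.30) and SPBPB2B2.18 (-5.31 ± 0.55) can share reads, so the authors' deposited table leaves the split between this pair uncertain. The 8 largest increases were SPBC1289.14, SPCC1739.08c, SPAPB1A11.03, SPBPB10D8.02c, SPBC23G7.13c, rds1, uro1 and mug14. Their log2 fold changes ran from 4.39 ± 0.13 for mug14, an adducin-like gene, to 6.17 ± 0.31 for SPBC1289.14, also annotated as adducin, in the authors' deposited table. Among them the predicted urea transporter gene SPBC23G7.13c had 5.17 ± 0.19 and the uricase gene uro1 4.51 ± 0.10 in the authors' deposited table. Several of these folds rest on low WT averages, such as 3.8 for SPAPB1A11.03 and 7.31 for SPBC1289.14 in the authors' deposited table. SPAPB1A11.03 and rds1 lie opposite other genes over most of their length.

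Groups of genes outside phosphate metabolism also differed at 0 h. All 5 measured genes of uracil catabolism were called as higher (adjusted p = 1.27e-05), among them urg2 at 4.02 ± 0.14, urg1 at 3.76 ± 0.14, uck2 at 3.27 ± 0.12 and urg3 at 2.81 ± 0.070 in the authors' deposited table. Of the 6 measured hexose transporter genes, 5 were higher (adjusted p = 5.85e-04), and the authors' deposited table gave ght5 3.46 ± 0.087, ght2 2.85 ± 0.084, ght3 2.70 ± 0.21 and ght8 1.49 ± 0.055. Environmental stress response genes were higher in 7 of 17 cases and lower in 0 (adjusted p = 0.0488), with the catalase gene ctt1 at 3.85 ± 0.17, rds1 at 4.82 ± 0.23 and hsp9 at 1.52 ± 0.22 in the authors' deposited table. The stress list lost its call under a preset correlation of 0.05 between genes (adjusted p = 0.166 with that correlation). In the S phase list 4 of 10 genes were higher (adjusted p = 0.01, and 0.0863 with the log2 fold change as statistic, which ends the call), namely cig2 (1.75 ± 0.047), cdc22 (1.59 ± 0.052), cdt1 (1.16 ± 0.077) and cdc18 in the authors' deposited table. Of 9 histone genes, 2 were higher and 7 were neither (adjusted p = 0.00849, and 0.115 with the log2 fold change as statistic, which ends the call), with hta1 at 1.19 ± 0.048 and hht3 at 1.05 ± 0.060 in the authors' deposited table.

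Ribosomal protein genes stood slightly higher as groups at 0 h while few single members passed the 2-fold limit. The median log2 fold change was 0.39 over 55 genes of the 40S subunit (adjusted p = 6.93e-04) and 0.33 over 86 genes of the 60S list (adjusted p = 0.0127). The 60S call was lost under a preset correlation of 0.05 (adjusted p = 0.217 with that correlation) and with the log2 fold change as statistic (adjusted p = 0.0723). One member of each was called, rps1401 at 2.99 ± 0.048 and rpl3002 at 1.24 ± 0.064 in the authors' deposited table, both as higher. The gene rps1401 lies wholly opposite aar2, and many ribosomal protein genes are near-identical pairs between which reads can be shared. The 60S list also takes the RNase P/MRP subunit genes rpp21 and rpp40 by their symbols.

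Meiotic genes fell more often than they rose at 0 h, with 9 of 19 lower and 2 higher (adjusted p = 0.00849). The authors' deposited table gave meu27 -4.12 ± 0.099 and meu22 -2.35 ± 0.083, and meu7 and meu13 were also called as lower. The gene meu27 lies wholly opposite chk1 and meu22 mostly opposite mrps26. Among 16 measured genes of mating and pheromone response in M cells, 2 were higher and 3 lower (adjusted p = 0.612), with the receptor gene mam2 at -3.08 ± 0.14 and the M-factor precursor gene mfm2 at 1.47 ± 0.16 in the authors' deposited table. Markers of P cells, the other mating type, moved too, with map2 at -2.91 ± 0.076 and sxa1 at -1.09 ± 0.035 in the authors' deposited table, both called as lower, and map3, which lies almost wholly opposite his6, at 0.76 ± 0.084, not called (adjusted p of the 3 = 0.0274). The call of this list was lost with the log2 fold change as statistic (adjusted p = 0.227) and with ranks (adjusted p = 0.295). The labels give WT the mating type h-, and the paper's strain list gives pho7Δ the same. Autophagy genes were mostly not called at 0 h, with 3 higher, 3 lower and 28 neither of 34 (adjusted p = 0.479), including isp6 at 1.70 ± 0.082 and atg4 at -1.78 ± 0.056 in the authors' deposited table.

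The list of genes that the study found to rise in WT cells on transfer to phosphate-replete ePMGT was higher in pho7Δ before any transfer. Of its 66 measured members 34 were called as higher and 11 as lower at 0 h, with a median log2 fold change of 1.23 (adjusted p = 1.27e-05). The study drew up this list from WT libraries after transfer, set against WT before transfer. Whether that WT reference is the WT 0 h group used here was not established. If it is, both sides share it and the list is not independent of this comparison. The list also shares members with those of uracil catabolism, iron, hexose transporters, phosphate acquisition, stress and the genes needing Pho7. Iron genes did not pass as a list, with 1 higher, 2 lower and 7 neither of 10 (adjusted p = 0.256), where the siderophore transporter gene str1 stood at 2.22 ± 0.15 and the reductase gene frp2 at -2.58 ± 0.13 in the authors' deposited table. The lists of RNA polymerase I, RNA polymerase III, ribosome biogenesis, tRNA modification, translation factors, aminoacyl-tRNA synthetases, mitochondrial ribosomal proteins, proteasome and oxidative phosphorylation did not pass at 0 h. Their adjusted p ran from 0.137 to 0.835. With ranks as statistic the aminoacyl-tRNA synthetases passed (adjusted p = 0.0414). Single members were called, among them tit1 (-1.54 ± 0.067) and slm5 (-2.35 ± 0.077) of tRNA modification and charging, utp22 (-1.01 ± 0.041) and bud22 (-1.14 ± 0.053) of ribosome assembly, and mrp7 (1.22 ± 0.062) of the mitochondrial ribosome in the authors' deposited table. Of these, tit1 lies wholly and slm5 mostly opposite other genes. The RNA polymerase III factor gene brf1 was higher at 2.59 ± 0.083 in the authors' deposited table, but it lies wholly opposite vrp1, a gene chosen after its value of -2.82 ± 0.071 in the authors' deposited table was seen.

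Across all genes tested at 0 h, 478 were called as higher and 679 as lower of 6735, and among 5095 protein-coding genes 383 were higher and 359 lower. Of 701 noncoding RNA genes with a mean of 100 or more, 302 were lower and 93 higher. For every gene list in every comparison, the number of calls adjusted over the list alone equalled the number adjusted over all genes tested. Scaling the group averages to equal totals would shift log2 fold changes against WT by 0.14 at 0 h, 0.17 at 4 h and 0.12 at 8 h, and by 0.051 or less from 12 h on. Against pho7Δ at 0 h that shift was -0.11 at 24 h and -0.13 at 48 h, and from 8 to 48 h it was -0.10. The lists were tested with limma's camera at a preset correlation, because an estimated one needs values per library, which were not analysed here. Which calls hold with an estimated correlation is therefore not known, and calls lost at a higher preset correlation are given beside them.

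When pho7Δ cells were starved for phosphate, most genes of phosphate acquisition rose above the level of replete WT cells. The authors' deposited table listed pho1 at 2.07 ± 0.081 at 4 h, 4.25 ± 0.080 at 12 h and 4.52 ± 0.080 at 48 h against WT at 0 h. Similarly, pho84 reached 2.95 ± 0.064 at 4 h and 4.20 ± 0.064 at 48 h, and tgp1 3.58 ± 0.069 at 8 h and 3.33 ± 0.069 at 48 h in the authors' deposited table. The 5'-nucleotidase gene SPBPB2B2.06c, with an average of 2.13 in WT, went to 11.14 ± 0.49 at 12 h and 8.37 ± 0.49 at 48 h, and SPAC1039.02 had 8.02 ± 0.086 at 8 h in the authors' deposited table. The vacuolar genes pho8 (2.54 ± 0.055), vtc4 (2.31 ± 0.042) and vtc2 (1.48 ± 0.044) were higher at 8 h in the authors' deposited table. Both pho842 and pho843 stayed below WT, at -2.18 ± 0.092 and -2.69 ± 0.049 at 8 h, and by 48 h pho842 was at -0.34 ± 0.088 and no longer called in the authors' deposited table. The thiamine-repressible acid phosphatase gene pho4 was at 0.20 ± 0.057 at 8 h and -0.90 ± 0.061 at 48 h in the authors' deposited table and was called at no time. At 8 h 11 of 14 members were called as higher and 2 as lower (adjusted p = 3.92e-11), and at 48 h 11 and 1 (adjusted p = 8.76e-09). The study chose most of these genes, so the list is not independent evidence of its direction.

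**Figure D1:**
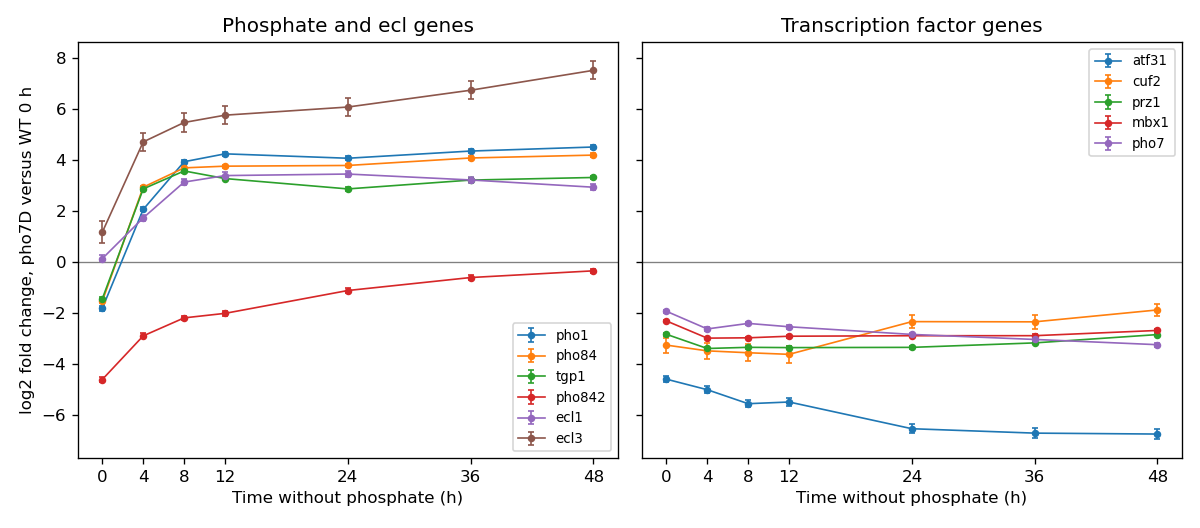
Log2 fold change of pho7Δ (written pho7D in the plot) against WT at 0 h, on the vertical axis, over the hours without phosphate, on the horizontal axis, with bars of 1 SE from the authors' deposited tables, whose fit took in libraries beyond the 3 of each group shown. The genes pho1, pho84 and tgp1 lay below 0 at 0 h and above 0 from 4 h on, while atf31, cuf2, prz1, mbx1 and pho7 lay below 0 throughout.

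The 19 genes that the study named as needing Pho7 for full induction in starved cells were also mostly above replete WT levels. In 2 or more consecutive starved times, 15 of the 19 were called as higher, and 1, pho842, as lower. The authors' deposited table gave gpd3, glyceraldehyde 3-phosphate dehydrogenase, 1.31 ± 0.11 at 4 h and 4.43 ± 0.11 at 48 h. The aldehyde dehydrogenase gene atd1 had 4.67 ± 0.11, sro1 2.68 ± 0.080 and pmp20 2.18 ± 0.088 at 8 h in the authors' deposited table. The M-factor gene mfm1 had 6.54 ± 0.27 at 8 h on a WT average of 11.7 in the authors' deposited table. The heme transporter gene str3 had 2.97 ± 0.26 at 8 h in the authors' deposited table. Its average of 97.2 at that time was under the minimum, so str3 was not called. It was called as higher at 12, 24 and 36 h. At 8 h 13 of 16 measured genes were higher and 1 lower (adjusted p = 5.54e-05), and at 0 h 1 of 12 was higher and 4 lower (adjusted p = 0.612). Of the 3 ecl genes, which extend chronological lifespan when overproduced, ecl3 rose from an average of 9.73 at 0 h to 828 at 48 h in the authors' deposited table. Its log2 fold change against WT was 4.72 ± 0.36 at 4 h and 7.53 ± 0.36 at 48 h, that of ecl1 was 3.46 ± 0.13 at 24 h, and ecl2 stood at 0.41 ± 0.068 at 48 h, not called, in the authors' deposited table. The ecl list had 0 of 2 called at 0 h (adjusted p = 0.662) and 2 of 3 higher at 8 h (adjusted p = 0.21, and 0.00198 with the log2 fold change as statistic, which makes a call). Both lists were chosen by the study, and without starved WT libraries these values do not show how much of the response was lost.

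The 4 transcription factor genes remained below replete WT through the course. In the authors' deposited table atf31 was at -5.55 ± 0.14 at 8 h and -6.74 ± 0.20 at 48 h, prz1 at -3.34 ± 0.050 and -2.84 ± 0.049, and mbx1 at -2.96 ± 0.051 and -2.67 ± 0.051. All 4 were called as lower at each of the 6 starved times. Against pho7Δ at 0 h, the log2 difference of atf31 at 48 h was -2.15 ± 0.23, called as lower, and that of mbx1 was -0.37 ± 0.071, not called.

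Genes of the translation machinery fell in starved pho7Δ cells, on different courses. Of 86 genes on the 60S list 21 were called as lower at 4 h, 73 at 8 h, 25 at 12 h, 1 at 24 h, 5 at 36 h and 7 at 48 h, while 2 were called as higher at each of 24, 36 and 48 h, and the adjusted p of the list was 4.36e-18 at 8 h and 0.61 at 24 h. The acidic protein gene rpp203 stood at -2.93 ± 0.14 at 8 h and -0.69 ± 0.14 at 24 h, and rpp101 at -2.34 ± 0.079 and -0.51 ± 0.076 in the authors' deposited table, where neither was called at 24 h and rpp203 lies wholly opposite SPAC1071.09c. Of 55 genes of the 40S subunit 8 were lower at 4 h, 48 at 8 h, 11 at 12 h, 0 at 24 h, 0 at 36 h and 1 at 48 h, with an adjusted p of 4.07e-14 at 8 h, and rps1402 went from -2.30 ± 0.069 at 8 h to -0.35 ± 0.067 at 24 h, not called, in the authors' deposited table. At each starved time but 8 h 1 gene of the 40S list was called as higher, and the adjusted p of that list at 24 h was 0.677. Ribosome biogenesis genes, in contrast, were called as lower in 47 of 117 cases at 8 h, 45 at 24 h and 48 at 48 h, with 1 higher at each of these times (adjusted p = 2.92e-09 at 48 h). The helicase gene dbp3 was at -1.31 ± 0.061 at 4 h and -2.49 ± 0.064 at 48 h, and utp8 and rrp8 were at -2.22 ± 0.051 and -2.10 ± 0.076 at 48 h in the authors' deposited table. Translation factor genes were lower in 3 of 44 cases at 4 h and 18 at 48 h, when 1 was higher (adjusted p = 1.91e-07 at 48 h), and the authors' deposited table gave tif213 -2.61 ± 0.046, tif11 -2.30 ± 0.047 and tif5 -2.26 ± 0.033 at 48 h. Aminoacyl-tRNA synthetase genes were lower in 10 of 36 cases and higher in 1 at 36 h (adjusted p = 0.00979, and 0.0811 with a preset correlation of 0.05 or 0.0772 with the log2 fold change as statistic, each of which ends the call), among them SPAC29E6.06c, a cytoplasmic cysteine enzyme, at -1.77 ± 0.037 and SPAC4G8.09, a mitochondrial leucine enzyme, at -1.61 ± 0.052 in the authors' deposited table.

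The genes of RNA polymerase I and its factors were lower in 6 of 13 cases at 48 h and higher in 1 (adjusted p = 0.0364). That call was lost under a preset correlation of 0.05 (adjusted p = 0.0903 with that correlation) and with the log2 fold change as statistic (adjusted p = 0.134). In the authors' deposited table the large subunit gene nuc1 was at -1.49 ± 0.048 and rpa2 at -1.40 ± 0.053 at 36 h, while rrn10, of the upstream activation factor, was at 1.23 ± 0.063. RNA polymerase III genes had 4 higher and 3 lower of 20 at 24 h against WT, and the list did not pass (adjusted p = 0.934). Maf1, the repressor of RNA polymerase III, had 2.09 ± 0.060 at 8 h and the subunit gene rpc37 1.40 ± 0.052 at 24 h in the authors' deposited table. The tRNA modification list, which by symbol also takes the Tea1 anchor gene mod5, had 6 higher and 12 lower of 42 at 24 h (adjusted p = 0.616) and passed at 8 h with ranks as statistic alone (adjusted p = 0.0399), with trm7 at 2.99 ± 0.048 and trm2 at -1.81 ± 0.070 in the authors' deposited table.

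Autophagy genes rose. Of 34, 8 were called as higher at 4 h, 13 at 8 h and 17 at 24 h, 2 were lower at 4 h and 1 at each of 8 and 24 h, and the adjusted p was 0.00125 at 24 h. The authors' deposited table gave atg12 2.44 ± 0.098 at 8 h and 3.10 ± 0.095 at 24 h, atg10 2.28 ± 0.087, the vacuolar protease gene isp6 2.49 ± 0.082 and mug185, also called epr1, 2.69 ± 0.062 at 24 h, and the lower member, atg16, -1.40 ± 0.083. Stress response genes were higher in 12 of 17 cases at 8 h and 11 at 48 h, when 1 was lower (adjusted p = 0.00105 and 0.0144). The 48 h call of the stress list was lost under a preset correlation of 0.05 (adjusted p = 0.0545 with that correlation). The metallothionein gene zym1 was at 4.87 ± 0.16 at 48 h and the sulfiredoxin gene srx1 was at 3.59 ± 0.12 at 12 h in the authors' deposited table. Histone genes were higher in 8 of 9 cases at 8 h (adjusted p = 9.58e-06) and 4 at 48 h (adjusted p = 0.0144, and 0.182 with the log2 fold change as statistic, which ends the call), with hht3 at 2.48 ± 0.060 and hta2 at 1.75 ± 0.042 at 8 h in the authors' deposited table. S phase genes were higher in 5 of 10 cases at 4 h (adjusted p = 0.00263), and at 48 h 3 were lower and 0 higher (adjusted p = 0.43).

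Uracil catabolism genes remained above WT, with 5 of 5 higher at 8 h and 6 of 6 at 24 h (adjusted p = 4.68e-05 and 0.0103), and the uridine hydrolase gene urh1 was at 3.20 ± 0.074 at 24 h in the authors' deposited table. Of 6 hexose transporter genes 5 were higher at 24 h and 1 lower (adjusted p = 0.0253, and 0.053 with a preset correlation of 0.05, which ends the call). Iron genes were higher in 6 cases and lower in 3 of 12 at 36 h without a call of the list (adjusted p = 0.167, and 0.0195 with the log2 fold change as statistic, which makes a call), with the permease gene fip1 at 3.15 ± 0.14 and shu1, which takes up heme, at 5.20 ± 0.31 in the authors' deposited table. Oxidative phosphorylation genes were higher in 10 of 45 cases and lower in 3 at 24 h (adjusted p = 0.0373, and 0.216 with a preset correlation of 0.05 or 0.497 with the log2 fold change as statistic, each of which ends the call), among them cox8 (1.85 ± 0.068), almost wholly opposite mvd1, and qcr8 (1.58 ± 0.041) in the authors' deposited table. Mitochondrial ribosomal protein genes had 6 higher and 14 lower of 74 at 24 h (adjusted p = 0.383), with mrpl27 at -2.67 ± 0.12 and ymr31, wholly opposite another gene, at 1.66 ± 0.071 in the authors' deposited table. Proteasome genes had 2 higher and 3 lower of 46 at 8 h (adjusted p = 0.73), with the inhibitor gene fub1 at 1.17 ± 0.056 and the subunit gene rpn2 at -1.07 ± 0.034 in the authors' deposited table. On the M cell mating list, not all of it limited to M cells, 8 of 17 genes were higher and 1 lower at 4 h (adjusted p = 0.128, and 0.0197 with the log2 fold change as statistic, which makes a call). In the authors' deposited table mei2 stood at 3.24 ± 0.11 and mfm2 at 2.99 ± 0.15 at 4 h. Of the P cell markers at 4 h, map2 stood at -3.96 ± 0.095 and sxa1 at -1.38 ± 0.036 in the authors' deposited table, both called as lower. The marker map3, which lies almost wholly opposite his6, stood at 1.31 ± 0.082 in the authors' deposited table and was called as higher. Meiotic genes had 9 higher and 8 lower of 21 at 24 h (adjusted p = 0.677), with meu43 at 4.69 ± 0.19 and meu6 at -3.67 ± 0.15 in the authors' deposited table, and these lie opposite neo1 and clr4 over nearly all of their length. The medium shift list had 50 higher and 5 lower of 69 at 4 h (adjusted p = 2.55e-16), with nrg1, an amino acid transporter gene, at 6.63 ± 0.11 and opt3, an oligopeptide transporter gene, at 6.58 ± 0.13 at 24 h in the authors' deposited table. Starvation and the change of medium came together in this course and cannot be told apart in it. The paper moved WT cells to phosphate-replete ePMGT for up to 8 h as a control. There it saw no fall of ribosome biogenesis, tRNA biogenesis and translation genes and no rise of the autophagy genes induced by starvation. It also saw no rise of maf1, ecl3 or the phosphate-mobilizing genes, apart from SPBPB2B2.06c and SPAC1039.02, which rose less than under starvation. Iron genes did rise in that control, which the paper attributes to the lower iron content of ePMGT. No such control of pho7Δ is among the libraries used here.

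**Figure D2:**
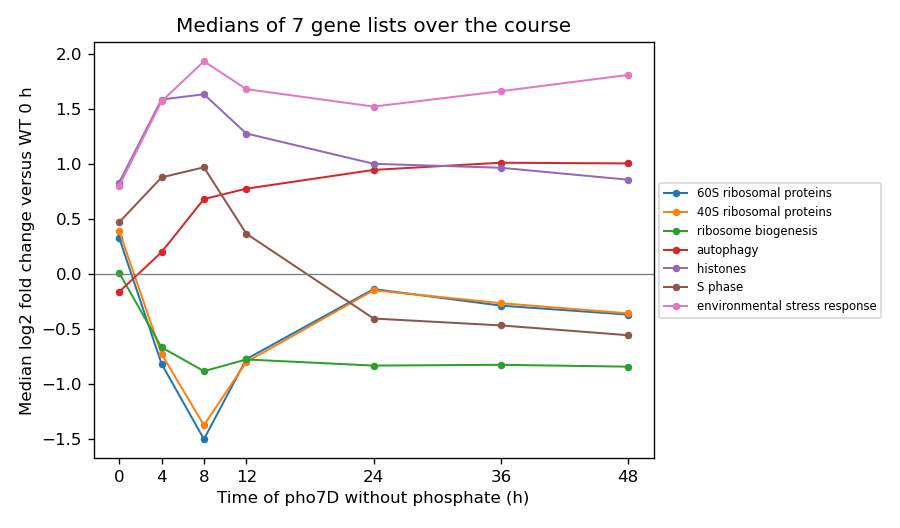
Median log2 fold change of 7 gene lists in pho7Δ (written pho7D) against WT at 0 h, on the vertical axis, over the hours without phosphate, on the horizontal axis, with each point the median over the list's measured genes and no error bar. The 60S and 40S medians were lowest at 8 h, the latter at -1.38, whereas the median of ribosome biogenesis was -0.88 at 8 h and -0.84 at 48 h.

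The largest rises against WT over the course, ranked by the median over the 6 times among genes called in the same direction at 2 or more consecutive times, were those of SPBPB2B2.06c, hry1, SPAPB1A11.03, hsp3105, hhy1, eno102, SPBPB21E7.10 and SPAC1039.02. The HHE domain gene hry1 had an average of 1.9 in WT and a log2 fold change of 8.89 ± 0.60 at 8 h and 11.88 ± 0.60 at 48 h in the authors' deposited table. The enolase gene eno102 went to 7.70 ± 0.22 and the detoxification gene hsp3105 to 8.47 ± 0.29 at 48 h in the authors' deposited table. The largest falls were those of SPAC977.18, atf31, mug95, mde6, SPBPB2B2.18, meu27, SPAPB24D3.07c and ftm2. SPAPB24D3.07c, a gene known from this species alone, dropped from an average of 87216 in WT to 2522 in pho7Δ at 48 h, and the kelch repeat gene mde6 stood at -5.80 ± 0.079 at 8 h in the authors' deposited table.

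The number of protein-coding genes called against WT rose from 718 higher and 519 lower at 4 h to 817 and 736 at 8 h, and was 870 and 853 at 48 h. At 2 or more consecutive starved times 1004 protein-coding genes were higher, 977 were lower and 3 were called in both directions. Over all genes the 4 h comparison had 861 higher and 857 lower calls, 50.1% of them higher. With the group averages scaled to equal totals these became 702 and 1080, 39.4% higher. Part of these genes already differed from WT before starvation. The comparisons also share the same WT libraries. Of the genes called at 0 h, 406 higher and 566 lower ones were called the same way at 4 h, where independent lists would share 64.5 and 104, and unchanged groups simulated against these WT libraries shared 0, a value that the 2-fold limit fixes beside SEs this small. The log2 fold changes of 0 h and 4 h had a covariance of 1.21 across genes, against 0.0037 simulated from the shared WT libraries alone, with a Pearson r of 0.87 and a simulated r of 0.49. At 48 h the covariance with 0 h was 1.00 and r was 0.66. Genes are not independent replicates, the WT libraries could not be split because their values were not analysed one by one, and part of the excess may come from the shared WT libraries.

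Against their own 0 h level, pho7Δ cells induced nearly every gene of phosphate acquisition. The log2 difference at 8 h, with an upper bound of its SE, was 10.42 ± 0.83 for SPBPB2B2.06c, 5.75 ± 0.12 for pho1 and 5.23 ± 0.093 for pho84. The transporter genes parted, with pho842 at 2.42 ± 0.14 and pho843 at -1.57 ± 0.065. At 8 h 12 of 14 members were called as higher and 1 as lower (adjusted p = 3.72e-19). Of the ecl genes, ecl3 had 4.30 ± 0.56, ecl1 3.00 ± 0.18 and ecl2 1.19 ± 0.097 at 8 h, so that 3 of 3 were called (adjusted p = 0.0303, and 0.0552 with a preset correlation of 0.05, which ends the call). Of 16 measured genes needing Pho7 12 were higher at 8 h (adjusted p = 3.19e-09). The study chose these genes among those induced by starvation in WT, and it chose most of the phosphate list. Neither p-value is therefore independent evidence of a rise. The wide SE of SPBPB2B2.06c and ecl3 reflects averages of 2.82 and 9.73 at 0 h in the authors' deposited table.

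Translation genes were lower against this reference as well. The list tests against pho7Δ at 0 h were added after seeing the data. At 8 h 79 of 86 genes on the 60S list and 54 of 55 on the 40S list were called as lower (adjusted p = 1.22e-54 and 1.18e-49), with rpp203 at -2.73 ± 0.20 and rps1402 at -2.71 ± 0.096. At 48 h 17 and 17 were lower and 1 and 0 higher. Ribosome biogenesis had 51 of 117 lower at 8 h and 55 at 48 h (adjusted p = 3.26e-13 at 48 h), and translation factors 23 of 44 lower and 1 higher at 48 h (adjusted p = 3.26e-13). Autophagy had 18 of 34 higher and 0 lower at 8 h (adjusted p = 3.19e-09), with atg12 at 1.45 ± 0.15 and atg4 at 1.38 ± 0.075, although atg4 was at -0.40 ± 0.051 and not called against WT at 8 h in the authors' deposited table. Iron genes were higher in 9 of 11 cases at 48 h and lower in 0 (adjusted p = 0.00666), among them shu1 at 5.25 ± 0.53, while str3 at 4.32 ± 0.54 was not called. For uracil catabolism 1 of 5 was higher at 8 h and 4 were neither (adjusted p = 0.284), with urg1 at 0.25 ± 0.20 and urg2 at 0.01 ± 0.19. Hexose transporters had 1 of 6 higher at 8 h (adjusted p = 0.633). S phase genes had 6 of 10 lower at 48 h (adjusted p = 0.00156).

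Further lists were called against pho7Δ at 0 h. RNA polymerase I genes were lower in 3 of 13 cases at 4 h and 6 at 48 h (adjusted p = 7.35e-06 and 0.00369). RNA polymerase III genes had a median log2 difference of -0.47 at 4 h with 0 of 20 called singly (adjusted p = 0.00605), and at 8 h 1 was higher and 1 lower (adjusted p = 0.026, and 0.0909 with a preset correlation of 0.05 or 0.0574 with the log2 fold change as statistic, each of which ends the call). For tRNA modification 4 of 42 were lower and 0 higher at 4 h (adjusted p = 2.83e-04), 6 lower and 2 higher at 8 h (adjusted p = 0.00384), and 7 lower and 1 higher at 12 h (adjusted p = 0.0447), and with a preset correlation of 0.05 the calls at 8 and 12 h were lost (adjusted p = 0.0628 and 0.198). Aminoacyl-tRNA synthetase genes were lower in 3 of 36 cases at 8 h (adjusted p = 4.93e-05) and in 13 at 48 h, when 1 was higher (adjusted p = 3.64e-07). Of 74 mitochondrial ribosomal protein genes 10 were lower and 1 higher at 48 h (adjusted p = 0.0242, and 0.237 with a preset correlation of 0.05, which ends the call). Stress response genes were higher in 11 of 17 cases at 8 h (adjusted p = 0.016, and 0.0628 with a preset correlation of 0.05, which ends the call), and M cell mating genes in 7 of 16 at 4 h (adjusted p = 1.54e-04). Of 9 histone genes 1 was higher at 4 h and 1 at 8 h (adjusted p = 2.01e-06 and 9.55e-04), and the 8 h call was lost with the log2 fold change as statistic (adjusted p = 0.0683). Oxidative phosphorylation genes were higher in 2 of 45 cases at 8 h (adjusted p = 0.00444, and 0.0644 with a preset correlation of 0.05 or 0.345 with the log2 fold change as statistic, each of which ends the call). The medium shift list had 34 higher and 0 lower of 68 at 4 h (adjusted p = 1.53e-16), and 29 higher and 10 lower of 70 at 48 h (adjusted p = 0.0103, and 0.166 with a preset correlation of 0.05, which ends the call).

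The largest rises against pho7Δ at 0 h over the course were those of SPBPB2B2.06c, hry1, hsp3105, pho1, SPAC869.04, SPAC869.09, pdc201 and SPBPB21E7.11, and the largest falls those of dmc1, spo6, imt2, SPAPB24D3.07c, meu6, SPBC36.01c, SPCC191.03c and adg1. The pyruvate decarboxylase gene pdc201 rose by 7.52 ± 0.15 and the beta-glucosidase gene psu2 by 7.95 ± 0.35 at 48 h on the log2 scale. Conversely, the mannosyltransferase gene imt2 stood at -2.77 ± 0.10 at 8 h, and spo6, which takes part in sporulation, at -5.83 ± 0.31 at 48 h. The reading frame of spo6 lies wholly opposite lam2. Over all protein-coding genes 251 were higher and 194 lower at 4 h, 485 and 409 at 8 h, and 608 and 653 at 48 h. The 4 h counts over all genes were 334 and 250, and 171 and 91 when the test was made against a 2-fold limit. At 2 or more consecutive times 697 protein-coding genes were higher and 755 lower than at 0 h. Of the 1004 protein-coding genes called as higher than WT over the course, 548 were also called as higher than pho7Δ at 0 h and 456 were not. Of the 977 called as lower, 459 were also called as lower than pho7Δ at 0 h and 518 were not.

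**Figure D3:**
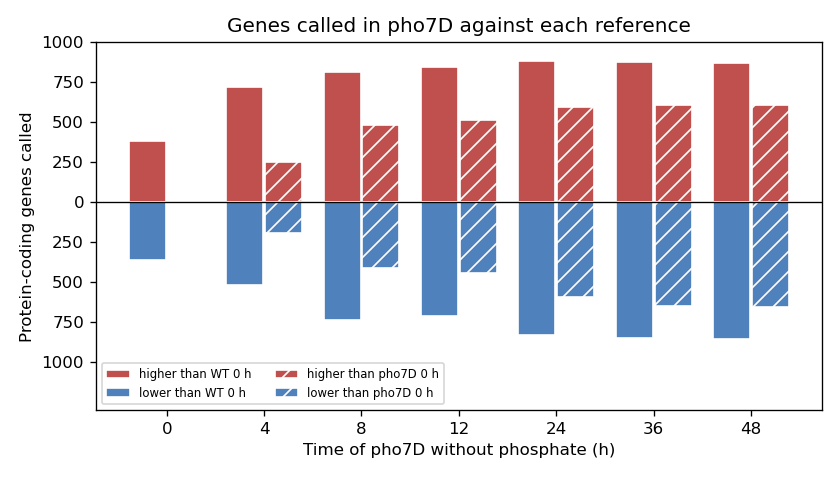
Number of protein-coding genes called as higher (above 0) or lower (below 0) in pho7Δ (written pho7D), on the vertical axis, at each hour without phosphate, on the horizontal axis, with plain bars against WT at 0 h and hatched bars against pho7Δ at 0 h. At 8 h the plain bars reach 817 and 736 and the hatched bars 485 and 409.

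Between 8 and 48 h of starvation, normalized levels of genes for ribosomal proteins rose again and those of S phase and pyrimidine breakdown fell. These levels are relative to the other poly(A)+ RNA of the libraries, and amounts per cell were not measured here. Of the 60S list 46 of 86 and of the 40S list 31 of 55 were higher at 48 h than at 8 h and 0 were lower (adjusted p = 6.80e-38 and 1.17e-29), with rpl3002 at 2.37 ± 0.099 and rps1402 at 1.79 ± 0.097. S phase genes were lower in 6 of 10 cases (adjusted p = 1.11e-08), among them cdt1 at -2.13 ± 0.13 and cdc18 at -2.11 ± 0.091. Uracil catabolism had 4 of 6 lower (adjusted p = 0.0323), with urg1 at -1.79 ± 0.20, and M cell mating genes 6 of 17 (adjusted p = 0.0101), with mfm2 at -1.90 ± 0.22. Both of these list calls were lost under a preset correlation of 0.05 (adjusted p = 0.079 and 0.0715 with that correlation). The medium shift list had 24 lower and 8 higher of 71 (adjusted p = 0.0121, and 0.232 with a preset correlation of 0.05 or 0.107 with ranks, each of which ends the call). Of 9 histone genes 4 were lower and 0 higher (adjusted p = 0.008, and 0.0894 with the log2 fold change as statistic or 0.20 with ranks, each of which ends the call). The aminoacyl-tRNA synthetase list was called as lower with 0 of 36 called singly (adjusted p = 0.0101, and 0.124 with a preset correlation of 0.05 or 0.11 with the log2 fold change as statistic, each of which ends the call). Ribosome biogenesis had 0 of 117 called (adjusted p = 0.925) and autophagy 0 of 34 (adjusted p = 0.369).

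The 8 largest rises from 8 to 48 h were those of psu2, nmt1, fmd2, SPCC1235.17, pdc202, pdc201, rec6 and min8. They ranged from 3.54 ± 0.16 for min8 to 7.55 ± 0.35 for psu2, and the thiamine-repressible gene nmt1 had 4.35 ± 0.22 and the formaldehyde dehydrogenase gene fmd2 4.16 ± 0.17. Among the 8 largest falls were those of SPBC800.11, alr2, adg1, SPAC186.03, adg2, isp4 and SPBPB10D8.02c. The cell surface gene adg1 differed by -4.73 ± 0.12 and the alanine racemase gene alr2 by -4.97 ± 0.24. Over all genes 428 were higher and 235 lower, and 197 and 112 when the test was made against a 2-fold limit. Among protein-coding genes 233 were higher and 194 lower.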

Values the study reported

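In phosphate-replete pho7Δ cells the study counted 361 protein-coding RNAs as lower and 385 as higher than in WT. It gave decreases of 24-fold for pho842 and Atf31, 9-fold for Cuf2, 7-fold for Prz1 and 5-fold for Mbx1, and increases of 17-fold for SPAC1039.02, 16-fold for urg2 and 14-fold for urg1. For starved pho7Δ cells it gave 19-fold for pho1 at 12 h and 9-fold for tgp1 at 36 h, against 315-fold and 55-fold in WT cells. These pho7Δ folds equal the rounded deposited folds against WT at 0 h, where both genes were already lower in pho7Δ. They are therefore not rises from the level of pho7Δ at 0 h. Of the paired reads of each replicate, the study mapped 89% to 99%.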

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

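The tests in this part were chosen after the results were seen, except that of 48 h against 8 h, which was planned before the data were examined. A difference between times of starvation was tested directly, and 428 genes were higher and 235 lower at 48 h than at 8 h in pho7Δ. Of 8 lists called in that difference, those with 50% or more of their measured members called held 46 genes of the 60S list and 31 of the 40S list that were higher, and 6 of S phase and 4 of uracil catabolism that were lower. The call of the uracil catabolism list was lost at a preset correlation of 0.05 (adjusted p = 0.079). The authors' mean over all libraries of their fit also held a signal beyond the groups analysed here. Among the 5059 genes with a mean over the fit above 300, 29 had one over 1.3 times every group average. For pho1 that mean was 5.39 times the highest group average.

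Noncoding RNAs were lower in pho7Δ at 0 h, with a median log2 fold change of -0.74 over the 701 with a mean of 100 or more and -2.01 among the 302 called as lower. If reads of the opposite strand had been counted as antisense, the sense partners of the antisense RNAs called as lower would be lower too, but their median was 0.10, and of 233 such partners 27 were called as lower and 24 as higher. A general loss of RNAs at low levels is argued against by protein-coding genes matched on mean level, whose median was 0.23. Carry-over of RNA without a poly(A) tail in the WT libraries stays open. In its favour, snoRNA genes had a median of -1.27. The small shares of tRNA and snRNA were 0.00147% and 0.000703% in WT, against 0.000418% and 0.000137% in pho7Δ at 0 h. The share of rRNA went the other way, with 0.00300% in WT and 0.00318% in pho7Δ at 0 h, but repeated copies make it a poor measure. A library batch of the WT cultures cannot be told apart from the strain either, since noncoding RNA took 3.20% of the WT averages, 1.58% at 0 h and 2.66% at 48 h in pho7Δ, and an effect of Pho7 itself was not tested.

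Genes called against WT at 2 consecutive starved times may mix the response to starvation with a difference between strains. Of the protein-coding genes called in either direction, 49.2% were not called against pho7Δ at 0 h. Of these, 209 of 456 higher and 232 of 518 lower genes were called at 0 h, as a strain difference already present would give. The others were not called at 0 h and may have missed the 2-fold limit. The bound on the SE is argued against as the source of most of these missing calls. With a dispersion recovered from the deposited SE in its place, counts of calls within pho7Δ were 1 to 1.01 times the main counts. Chance values of the shared WT libraries, at the size the deposited SEs give, added a covariance between 0 h and a starved time of at most 0.00579 in 100 simulations. The observed covariance was 1.00 or more, so chance of that size is argued against as the whole source. The SEs set the simulated value and hold no offset of the WT libraries as a set. Such an offset cannot be excluded by this simulation.

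The pho7 reads left in pho7Δ, 26.5% of the WT average at 0 h, are not accounted for by WT cells mixed into the cultures, because 48 protein-coding genes with a WT average of 1000 or more kept a smaller share by more than 2 SE on each side. Of these, SPCC330.03c kept 1.16% and fub2 1.28%. Reads from transcribed parts outside the deleted coding sequence remain open, since 22.6% of the annotated pho7 transcript lies outside it, and no read positions were analysed here.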

How the results depend on the processing

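The alternatives computed here were chosen after seeing the data, apart from dropping the minimum mean of 100, which was planned. No result reversed. Of 176 counts of calls under an alternative, 166 stayed within 1.5 times the main count, with ratios from 0.364 to 1.40. The 10 others all came from testing against a 2-fold limit in place of no change, which by construction calls fewer genes. They were 171 higher and 91 lower at 4 h against pho7Δ at 0 h, 452 and 301 at 8 h, 249 lower at 12 h, 401 lower at 24 h and 449 lower at 36 h, 521 lower at 2 or more consecutive times within pho7Δ, and 197 higher and 112 lower at 48 h against 8 h. The number of lists called became 7 at 0 h with the log2 fold change as statistic, where S phase, histones, 60S and P cell markers lost theirs, and 12 at 8 h against pho7Δ at 0 h and 4 at 48 h against 8 h with a preset correlation of 0.05, and the cause was not tested. Of 378 list tests 46 lost their call at a preset correlation of 0.05 and 0 gained one, 37 lost and 17 gained one with the log2 fold change, 9 and 17 with ranks, and 1 and 5 without the minimum mean. Of 2898 gene and comparison pairs among named genes, the 2-fold limit ended 231 calls, scaling to equal totals ended 45 and added 34, centring on the median ended 16 and added 11, and dropping the minimum mean added 59. No paired analysis was possible because the tables hold no values per library. For that reason alternatives fixed before the data were examined were not run, namely another count tool, another normalization, the low-count filter, a mean of 10 as filter, other pseudocounts, all 24 libraries in one fit, the replicate block, leaving out each replicate and an estimated correlation between genes. Folds of genes with low averages carry the widest SE, and the part of depth in this was not tested.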

Other observations

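Among the tests in this part, that of Pho7 sites was set before its result was seen and those of chromosome ends, of the authors' mean over their fit and of the longer search for pho84 after. The outermost 40 protein-coding genes at each chromosome end differed between strains at 0 h more often than the rest, with 25 higher and 29 lower of 143 measured, or 37.8%, against 14.6% of 4719 other genes (Fisher's exact test, two-sided, odds ratio 3.55, p = 1.99e-11). These calls prompted the comparison, so it describes them and tests no explanation. Reads shared among near-identical genes near the ends leave single genes uncertain, and ASM294v3 gave the gene order.

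One hypothesis was that genes lower in pho7Δ at 0 h lose activation by Pho7 directly. The 12-nt consensus of the Pho7 site was searched on both strands within 1000 nt upstream of the start codon. It occurred upstream of 30 of 358 genes called as lower (8.38%), 26 of 382 called as higher (6.81%) and 209 of 4119 not called (5.07%). The odds ratio against genes not called was 1.71 for lower genes (Fisher's exact test, two-sided, p = 0.0134, adjusted p over 2 tests 0.0269) and 1.37 for higher genes (p = 0.149, adjusted p = 0.149). Lower and higher genes were not tested against each other, so a surplus of sites particular to lower genes is not shown. Most genes called as lower had no site in the window. Of genes called as lower, the window held 1 or more sites for pho1, tgp1 and pho842 and 0 for pho84, SPCC330.03c, fub2, atf31, cuf2, prz1 and mbx1. Per the paper, the consensus came from Pho7 sites mapped in the pho1 and tgp1 promoters. Their sites were thus given in advance, and both genes are among the 30 counted above. A count of 0 does not show that a site is lacking. For pho84 a search of 3000 nt was made after that count was seen. It placed the nearest consensus 1128 nt upstream of the start codon, outside the window. The paper cites earlier binding assays that had already placed Pho7 sites upstream of pho84.

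Another hypothesis concerns the 29 genes whose mean over the authors' fit was above 300 and over 1.3 times every group average. They held 14 of the 16 genes needing Pho7 that reached the minimum mean over the fit, of 5059 genes in all (Fisher's exact test, two-sided, p = 1.14e-31). Libraries of starved WT cells in the authors' fit are a candidate source of that surplus, and such libraries were not analysed here.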
